# Comparison of transcriptomic landscapes of bovine embryos using RNA-Seq

**DOI:** 10.1186/1471-2164-11-711

**Published:** 2010-12-17

**Authors:** Wen Huang, Hasan Khatib

## Abstract

**Background:**

Advances in sequencing technologies have opened a new era of high throughput investigations. Although RNA-seq has been demonstrated in many organisms, no study has provided a comprehensive investigation of the bovine transcriptome using RNA-seq.

**Results:**

In this study, we provide a deep survey of the bovine embryonic transcriptomes, the first application of RNA-seq in cattle. Embryos cultured *in vitro *were used as models to study early embryonic development in cattle. RNA amplified from limited amounts of starting total RNA were sequenced and mapped to the reference genome to obtain digital gene expression at single base resolution. In particular, gene expression estimates from more than 1.6 million unannotated bases in 1785 novel transcribed units were obtained. We compared the transcriptomes of embryos showing distinct developmental statuses and found genes that showed differential overall expression as well as alternative splicing.

**Conclusion:**

Our study demonstrates the power of RNA-seq and provides further understanding of bovine preimplantation embryonic development at a fine scale.

## Background

The recent developments in high throughput sequencing technologies allow for surveys of transcriptomes at unprecedented completeness and resolution. The 'next generation' RNA sequencing technology (RNA-seq) has several advantages, such as the ability to detect unannotated transcriptional activity, to differentiate between different transcriptional or splicing isoforms, and to provide digital measurements at single base resolution. Recently, the efficacy of RNA-seq has been demonstrated in humans [1] and model organisms including yeast [2], *Arabidopsis *[3,4], and mice [5]. An RNA-seq experiment typically sequences millions of cDNA fragments, which are subsequently aligned to a reference genome or assembled *de novo *to recover structural models of annotated and unannotated genes and/or infer expression. Due to its attractive features and continually decreasing cost, RNA-seq is quickly replacing traditional technologies such as microarrays for high throughput transcriptomic studies.

The recent sequencing and analysis of the bovine genome have provided opportunities for further post-genomic investigations of this important livestock species [6]. Despite the increasingly wide applications of RNA-seq, its use in cattle had not yet been reported. In this study, we present the first application of RNA-seq in cattle by sequencing RNA from embryos cultured *in vitro*. Because early embryonic loss accounts for the majority of cow infertility [7], we have previously created an *in vitro *fertilization (IVF) system to recapitulate the early development of cattle and allow systematic investigations of abnormities during the very early stages of development [8]. The transcriptomes of IVF embryos showing distinct developmental statuses were previously profiled using microarrays, and few gene expression differences were detected in embryos undergoing abnormal versus normal development [9].

Expression microarrays, however, rely on existing genome annotations and lack the ability to detect more complex regulations in gene expression such as changes in alternative splicing. Therefore, in this study, we seek to take advantage of RNA-seq to identify transcriptomic changes associated with abnormal bovine early embryonic development, especially for transcriptional activities that have not been annotated before and differential alternative splicing that could not be detected by expression microarrays. Although the importance of alternative splicing in regulating complex traits has been long recognized and extensively studied, there is limited information on the pattern of alternative splicing in cattle or its roles in bovine embryonic development.

Herein, using RNA-seq, we estimated and compared digital gene expression in IVF embryos. In addition, unannotated transcribed regions in the bovine genome and novel splice junctions were discovered. Finally, we show that alternative splicing is widespread in the bovine embryonic transcriptome, and we have identified alternative splicing events associated with abnormal bovine embryonic development. This study is the first application of RNA-seq in cattle and provides fine-scale insights into bovine preimplantation embryonic development.

## Results

### Massively sequencing the bovine embryonic transcriptome

To overcome the scarcity of RNA present in individual embryos, we linearly amplified RNA [10] from two pools of embryos: one comprised 20 embryos that properly completed embryonic development to blastocyst stage (hereafter referred to as 'blastocysts'); the other consisted of 20 embryos that showed retarded morphology by the same developmental time point (hereafter referred to as 'degeneratives'). The amplified RNA (aRNA) was complementary to the polyadenylated RNA species and considered equivalent to polyA+ RNA. The aRNA samples were sequenced according to Illumina's mRNA-seq protocol on a Genome Analyzer IIx. Approximately 35 million fragments were sequenced (single or paired end reads) for both blastocysts and degeneratives (Table 1).

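The deposited expression data held 1 table for each of the 2 embryo pools. Each table listed 19043 annotated protein coding genes by Ensembl identifier, with the raw count of fragments and the authors' normalized count of each gene. In vitro fertilization (IVF) produces embryos from oocytes matured and fertilized outside the animal, and each pool held 20 such embryos collected on Day 8. Blastocysts had formed a fluid-filled blastocoele and an inner cell mass, whereas degeneratives had compacted into a morula but had not made this transition. In linear amplification, cDNA made from polyadenylated RNA is transcribed into many antisense copies, and 50 ng of this aRNA went into each library. The mean insert size was 122 bp in the paper, while the sample records give 120 bp. The authors mapped the fragments to the repeat-masked Btau4 assembly with Tophat 1.0.13 and counted those lying entirely within constitutive exons that did not overlap between genes. Sequencing was not stranded, so that genes overlapping in antisense were kept apart only by the removal of shared exons. The paper places its fragments mapped to annotated genes among the uniquely mapped ones. It does not state for the counts themselves whether fragments with several mapping positions entered, and genes with near-identical copies are uncertain in this respect. The counts summed to 10687008 in blastocysts and 6514505 in degeneratives, a ratio of 1.64. By comparison, the paper's uniquely mapped fragments numbered 20417798 and 19830476. A gene needed 3 counts, or 0.281 CPM (counts scaled to a common library total) in blastocysts and 0.461 CPM in degeneratives, to stand clear of 0. Each condition had 1 library, so no value below has an error between replicates. Intervals and counting errors cover the sampling of fragments alone, and amplified fragments are not independent molecules. From the raw counts, normalized counts, ratios between the libraries and a test of each gene were computed anew, as described with each result.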

**Table 1:** Summary of sequencing read alignment to the reference genome

Sample	Blastocysts	Degeneratives
Paired end reads	18,377,462 × 2	20,499,571 × 2

Single end reads	17,597,407	13,770,885

Total sequenced fragments	35,974,869	34,270,456

Fragments mapped to nuclear genome	22,511,851	21,480,971
(percent mapped)	(62.6%)	(62.7%)

Uniquely mapped fragments	20,417,798	19,830,476
(percent uniquely mapped)	(90.7%)	(92.3%)

Fragments mapped to mitochondrial genome	3,690,752	2,188,146

Fragments mapped to annotated junctions	2,174,923	1,268,315
(number of junctions)	(65,743)	(62,788)

Fragments mapped to putative novel junctions	129,851	84,600
(number of junctions supported by at least 2 fragments)	(10,638)	(8,686)

Fragments mapped to annotated exons	11,596,019	7,103,823

Fragments overlapped with annotated introns	2,525,630	3,644,395

Fragments mapped to annotated genes (exons + introns)	14,121,649	10,748,218

Fraction of intronic fragments among genic fragments	17.9%	33.9%

PolyA containing reads	534,090	862,915

Mapped polyA reads (with polyA signal)	112,170	120,552
(number of putative polyA sites)	(11,389)	(15,493)

Sequencing reads were mapped to the reference genome (Btau4) using the software package Tophat [11]. Approximately 60% of total sequenced fragments could be mapped contiguously or to exon-exon junctions of the nuclear genome, among which over 90% were mapped uniquely (Table 1). Reads that could not be mapped initially by Tophat were examined for evidence of polyA tails, trimmed to contain non-polyA sequences, and mapped to the reference genome using the software package Bowtie [12]. In total, 226,735 and 287,088 polyA containing fragments could be mapped uniquely in blastocysts and degeneratives respectively, corresponding to 11,389 and 15,493 putative polyA signals (AAUAAA or AUUAAA) within 50 bases of the cleavage sites.

Among the uniquely mapped fragments, 14,121,649 and 10,748,218 were mapped to annotated genes (exons and introns) in blastocysts and degeneratives, respectively, including 2,174,923 and 1,268,315 fragments mapped to annotated exon-exon junctions (Table 1). We noticed a marked difference between the fractions of intronic fragments in blastocysts (17.9%) and degeneratives (33.9%; Table 1). This observation will be dicussed in more detail below. Moreover, the substantially smaller number of junction fragments in degenerative embryos was likely a result of a higher fraction of fragments overlapped with introns (Table 1). Nevertheless, using Tophat, a total of 10,638 and 8,686 novel splice junctions supported by at least two fragments were discovered in blastocysts and degeneratives respectively, among which 8,315 were found in both samples (Table 1).

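The counts in constitutive exons followed the exonic rather than the total fragments. They made up 52.3% of the paper's uniquely mapped fragments in blastocysts and 32.9% in degeneratives. Relative to the paper's fragments mapped to annotated exons, they made up 92.2% and 91.7%, so that the share of exonic fragments kept for counting hardly differed between the libraries. The ratio of blastocysts to degeneratives was 1.03 for uniquely mapped fragments, 1.63 for the paper's exonic fragments and 1.64 for the counts. Fragments in introns were not analysed here.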

### Digital gene expression estimated by RNA-seq

We next obtained digital gene expression values by counting aligned fragments entirely overlapped with constitutive exons. To enable comparison with microarray data obtained in a previous study [9], only overall expressions of 19,043 annotated protein coding genes were obtained to this end. 

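Of the 19043 genes, 15455 had a count in both libraries, 872 in blastocysts alone, 925 in degeneratives alone and 1791 in neither. The numbers with a count were 16327, or 85.7%, in blastocysts and 16380, or 86.0%, in degeneratives. Most genes seen in a single library were at the limit of the depth. Among those in blastocysts alone, 767 had at most 3 counts and the highest had 24. Among those in degeneratives alone, 738 had at most 3 counts, and the highest, with 398, was LOC525100. The summed counts differed by a ratio of 1.64, whereas the uniquely mapped fragments differed by only 1.03. The blastocyst counts were thinned at random to the degenerative total, which equalizes the summed counts and not the sequencing depth. Across 100 draws, 15596 ± 20.2 genes (SD of the draws) kept a count in blastocysts, fewer than in degeneratives in every draw. At a minimum of 10 counts, the files gave 11251 genes in blastocysts and 11698 in degeneratives, and thinning brought blastocysts to 10295 ± 13.9. The SD of the draws reflects the thinning and not differences between embryos.

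**Figure D1:**
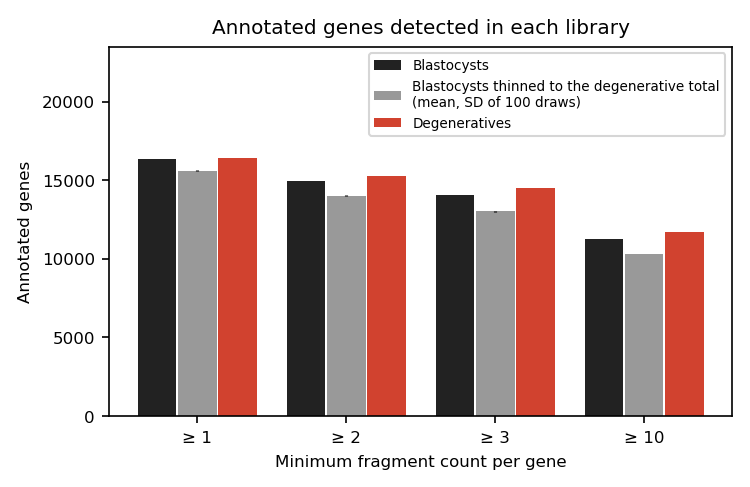
Annotated genes (vertical axis, number of genes) that reached each minimum fragment count (horizontal axis) in blastocysts, in blastocysts thinned to the degenerative total (mean and SD of 100 draws) and in degeneratives. Degeneratives stand above the thinned blastocysts at each minimum, by 784.3 genes at 1 count and 1403 genes at 10 counts.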

Among all genes analyzed, 16,327 and 16,380 were overlapped by at least one sequencing fragment in blastocysts and degeneratives, respectively. 

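The raw counts had different distributions in the 2 libraries. The median count per gene was 23 in blastocysts and 24 in degeneratives, but the upper quartile was 266 against 199 and the highest count was 202292 against 125973. Quantile normalization gives the gene at each rank the mean of the 2 libraries' counts at that rank, so that both libraries end with the same distribution. The authors' deposited normalized counts, rounded to whole numbers, summed to 8610987 and 8581993. Their 30 highest values were the same in both libraries. Quantile normalization of the 19043 annotated genes alone, with the limma package, gave exactly the deposited value for 75.4% of genes in blastocysts and 70.1% in degeneratives. For values of at least 100, the 2 normalizations differed by at most 3.29%. The values computed from the annotated genes alone are used below unless the deposited values are named.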

Raw sequencing fragment counts per gene were quantile normalized, which has been shown to reduce bias when comparing gene expression between samples [13]. Differentially-expressed genes were called at a false discovery rate (FDR) of 1% using the DESeq package in R [14], which models count data by a negative binomial distribution. 

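The test of the DESeq package for designs without replicates was rewritten here from its published form. The variance was fitted by local regression on the mean over the 2 libraries, as if these were replicates, and each gene was tested by an exact negative binomial test with Benjamini-Hochberg adjustment. The variance therefore contains the difference between the conditions, and a gene is called only when its difference is large for its expression level. Among 17252 genes with a count, 64 passed an FDR of 1%. Of these, 61 were higher and 3 were lower in degeneratives. The 47 genes with the smallest adjusted p were the 47 genes of Additional File 1, and the other 17 had an adjusted p between 0.003282 and 0.00997 by this exact test. The number moved most, to 5412, with Fisher's exact test of the raw counts against the library totals, which assumes no variance beyond the sampling of fragments. With the authors' deposited normalized counts in place of those computed here, a setting chosen after the data were seen, 61 genes passed, of which 57 were higher and 4 were lower. In simulated libraries with the depth and means of these 2, 200 of 16749 genes were changed 8-fold at a dispersion of 0.05. The test called 75.5% of the changed genes and none of the others. The changed genes were drawn only from genes above a minimum summed count, and the same dispersion was used for all genes. These shares therefore do not carry over to genes with few counts or a wider spread.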

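Among 13171 genes with at least 10 counts over both libraries, 10866, or 82.5%, had normalized counts within 2-fold of each other. The share rose with expression, from 69.7% of the 3444 genes with a mean normalized count between 10 and 50 to 96.8% of the 1693 genes at 1000 or more. The SD of the log2 ratio fell from 1.05 to 0.47 between these groups, whereas counting noise alone, simulated by dividing each gene's counts at random between the libraries, gave 0.46 and 0.05. The spread between the libraries was thus larger than the sampling of fragments at both levels. How much of it lies between pools of the same kind could not be measured with 1 library each. In the 5141 genes with a mean normalized count of at least 200, 158 were higher and 111 were lower in degeneratives by more than 2-fold. This split depended on the scaling, with 133 higher and 195 lower under edgeR's TMM factors, and 92 higher and 686 lower when the counts were scaled to the paper's uniquely mapped fragments. Changes beyond 4-fold were fewer, at 52 higher and 2 lower in these genes. Over all 13171 genes they were 367 and 155. In the 3444 genes with a mean between 10 and 50, where counting noise is larger, they were 120 and 72. In the 2941 genes with a mean between 50 and 200 they were 77 and 19. In the 5141 genes they were 48 and 2 under TMM, and 41 and 15 under the scaling to uniquely mapped fragments.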

Similar to our previous findings [9], overall gene expression in degenerative embryos was largely the same as in blastocysts. The correlation between blastocysts and degeneratives was as high as 0.986 and relatively few genes (n = 47) were differentially expressed (Figure 1a, Additional File 1). 

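Across the 19043 annotated genes, Pearson's r between log2(normalized count + 1) in the 2 libraries was 0.9664. Genes are not independent replicates, and no p is given. On the linear scale, r of the raw counts was 0.9652. For the deposited normalized counts on that scale, a setting chosen after the data were seen, r was 0.9865, and it fell to 0.9714 without the 10 most highly expressed genes, while the log2 value was then 0.9663. Among the called genes, LOC525100 had no count in blastocysts and 398 counts in degeneratives, or 480 after normalization. Against a floor of 3 raw counts, which normalize to 4 in blastocysts, this was at least 120-fold higher (adjusted p = 7.422e-15, exact negative binomial test between these 2 libraries). TRIM43 had normalized counts of 8 and 746, a log2 fold change of 6.38 with a counting error of 0.55 (adjusted p = 1.874e-14, same exact test). ENSBTAG00000034940, which has no name in the files or in Additional File 1, had 26 and 798, and ENSBTAG00000039628, likewise unnamed, had 2 and 322. VIME_BOVIN, the entry name of vimentin, an intermediate filament protein, had the highest counts of the 5 genes with the smallest adjusted p, with 926 and 8280 normalized counts (log2 fold change 3.16, counting error 0.05). In the other direction, MYL7, a myosin light chain, fell from 794 to 96 normalized counts (log2 fold change -3.03, counting error 0.16, adjusted p = 5.885e-05, same exact test). ENSBTAG00000001191 and ENSBTAG00000009768 fell from 302 to 36 and from 110 to 6, but are not in Additional File 1. The call of ENSBTAG00000001191 was lost with library totals, with the uniquely mapped fragments and at an assumed biological coefficient of variation of 0.4. That of ENSBTAG00000009768 was lost in these settings and also with median-of-ratios factors, with TMM factors and after thinning of the blastocyst library, the last chosen after the data were seen. VIME_BOVIN did not pass with the uniquely mapped fragments or at 0.4, and MYL7 did not pass at 0.4. The 46 higher genes of Additional File 1 had log2 fold changes between 2.35 and 8.91 with a pseudocount of 1, with a median of 3.20, and the upper end belongs to LOC525100. From the high correlation and the small number of called genes, the paper concludes that overall expression was largely the same in the 2 kinds of embryos.

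**Figure D2:**
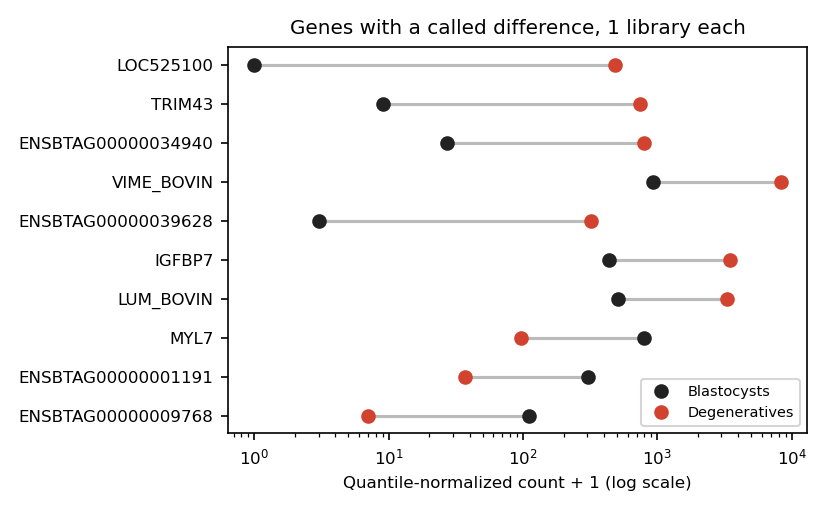
Quantile-normalized counts plus 1 (horizontal axis, log scale) of 10 called genes in blastocysts (black) and degeneratives (red), 1 library each, joined by a line for each gene. The first 7 genes lie to the right in degeneratives and the last 3, from MYL7 on, to the left.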

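The number of called genes depended on the variance that was assumed between libraries of the same kind, which 1 library per condition cannot give.  edgeR's exact test with TMM normalization called 346 genes at an assumed biological coefficient of variation of 0.2 and 16 at 0.4. The local regression over the 2 libraries called 64, and a dispersion trend of the form a0 + a1/mean called 51. In the simulated libraries, in which 200 genes were changed 8-fold, edgeR's test called 98.5% of them at 0.2, with 7 unchanged genes, and none at 0.4. Fisher's exact test called all 200 there, but also 3755 unchanged genes. In the data it was run against library totals, so that its number of calls reflects that normalization as well as the assumed variance. All 16 genes called at a coefficient of variation of 0.4 were in Additional File 1, all higher in degeneratives. Each of these tests compares the 2 libraries and not the 2 kinds of embryos.

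**Figure D3:**
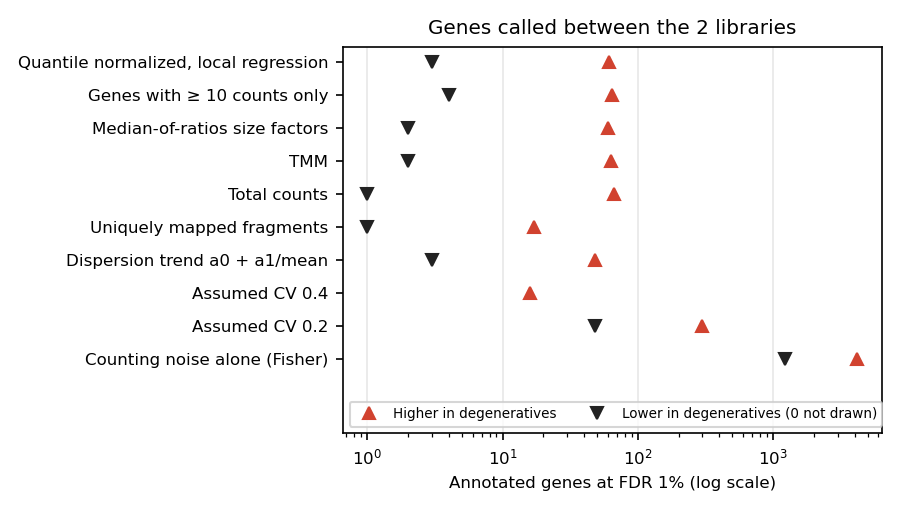
Annotated genes called at an FDR of 1% (horizontal axis, number of genes, log scale) under each normalization or assumed variance (vertical axis), higher (red) or lower (black) in degeneratives. The calls range from 16 at an assumed coefficient of variation (CV) of 0.4, with none lower, to 5412 with counting noise alone.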

Because no replication was performed, the statistical significance could only represent differences in these two particular samples. Nevertheless, because 20 embryos were pooled to generate each of the sequencing libraries, the gene expression measurements represented averages across 20 embryos.

**Figure 1:**
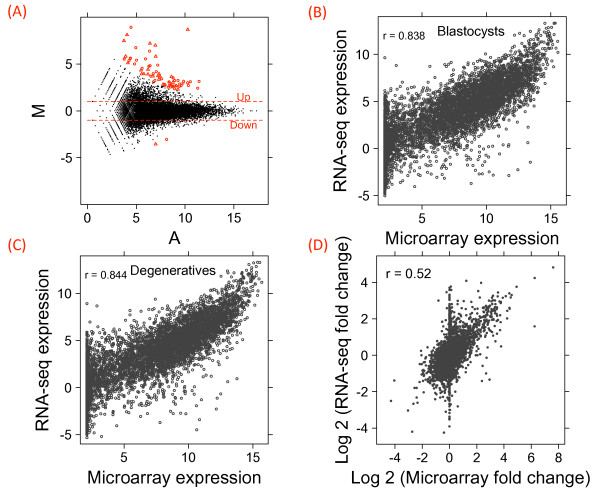
**Digital gene expression using RNA-seq**. Differential gene expression was analyzed using the "DESeq" R package and plotted as a MA plot (a). Each point represents a gene (circle) or novel transcribed unit (triangle). The "M" axis is the log 2 fold change as compared to blastocyst and the "A" axis is the average log 2 normalized counts in the two samples. Red points indicate significant change as called by "DESeq" at FDR = 0.01. The two horizontal dashed lines marked the two-fold change thresholds. For comparison between RNA-seq and microarray, log 2 transformed RNA-seq and microarray gene expressions were plotted for blastocyst (b) and degenerative (c) respectively. Fold changes estimated using RNA-seq and microarrays were also compared (d).

To evaluate the RNA-seq gene expression measurements, we compared them to normalized expression microarray measurements for 6,169 genes that could be uniquely identified on both platforms. RNA-seq was particularly advantageous for low-abundance transcripts, for which microarrays are generally insensitive (Additional File 2). The correlations between the two platforms were high for both blastocysts (r = 0.838, Figure 1b) and degeneratives (r = 0.844, Figure 1c). Moreover, the correlation between fold changes on two platforms was also high (r = 0.525, Figure 1d). Interestingly, we observed a clear curvature towards the RNA-seq axis when comparing RNA-seq and microarray gene expressions (Figures 1b and 1c), suggesting that microarrays likely underestimated expressions of genes that were most highly expressed.

### Gene Ontology enrichment analysis

To gain insights into the biological processes that are regulated during abnormal embryonic development, we tested for enrichment of differentially expressed genes in gene ontology (GO) terms. Genes that showed a nominal significance of p = 0.05 and had GO annotations (n = 330) were selected and tested against the background set of all genes with GO annotations (n = 8139). 

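At an unadjusted p below 0.05 in the exact negative binomial test, 726 of 17252 annotated genes were selected, before any restriction to genes with GO annotation. This was 4.21% of the genes tested. Of the 726, 452 were higher and 274 were lower in degeneratives, a split of 62.3% higher. The split moved with the normalization, to 639 higher and 194 lower with TMM factors and to 895 higher and 60 lower with library totals, while scaling to the uniquely mapped fragments gave 445 higher and 293 lower. GO annotation was not used here, and the enrichment itself was not computed.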

We found several GO terms significantly enriched (FDR = 0.01) for differentially expressed genes, among which were GO processes related to developmental processes (Table 2).

**Table 2:** GO terms enriched for differentially expressed genes

GO term	Expected count	Observed count	P value	FDR
Biological Process				
Multicellular organismal process	40.9	78	1.73E-09	4.77E-06
System development	25.7	53	1.44E-07	1.99E-04
Negative regulation of biological process	17.7	38	4.13E-06	3.79E-03
Cellular developmental process	21.0	42	7.63E-06	4.21E-03
Tissue development	8.7	23	1.52E-05	6.98E-03
Cellular Component				
Proteinaceous extracellular matrix	4.9	17	5.57E-06	3.84E-03

### Identification and analysis of novel transcribed units

One important feature of RNA-seq is its independence from gene annotations, which allows investigating unannotated transcriptional activities. Uniquely mapped alignments were assembled using the software package Scripture [15], and the assembled transcripts were compared to known gene models to look for transcriptional activities in intergenic regions. We have defined novel transcribed units (TUs) as regions containing transcripts that were 1) at least 1000 bp away from known gene boundaries; 2) of length ≥ 500 bp; 3) covered by at least 40 fragments per kb (about 5 fragments per base); and 4) <50% repetitive sequence. We found 1,272 and 1,348 novel TUs meeting these criteria in blastocysts and degeneratives, respectively (Table 3). Importantly, a substantial fraction of novel TUs was supported by confident polyA-containing fragments, suggesting that the transcripts were potentially polyadenylated (Table 3).

**Table 3:** Identification of novel transcribed units (TUs) by RNA-seq

Sample	Total	Supported by polyA reads	Supported by EST alignment (>50%)
Blastocyst	1,272	532	877
Degenerative	1,348	531	804

We then looked for evidence to support the novel TUs found by our RNA-seq experiment from external sources. EST alignments were downloaded from UCSC genome browser (http://genome.ucsc.edu/) and compared to novel TUs. About two thirds of the novel TUs in both blastocysts and degeneratives were supported by EST alignments. In addition, phastCons scores [16] calculated from the 5-way alignment of five mammalian species (cow, dog, human, mouse and platypus) were also obtained for all novel TUs and annotated genes. Although novel TUs appeared to be less conserved than annotated genes distributionally, more than 20% of them exhibited very conserved mean phastCons scores, especially those supported by polyA reads and EST alignments (Figure 2).

**Figure 2:**
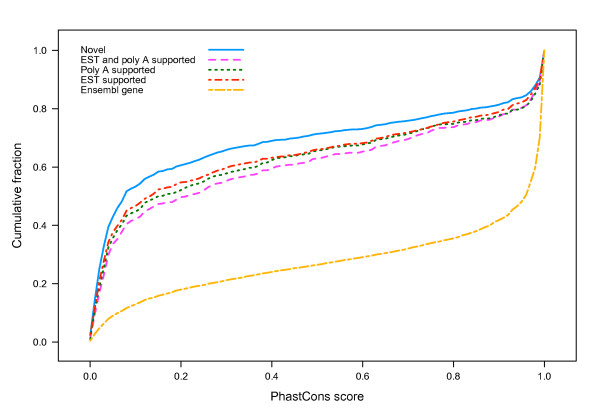
**Cumulative distribution of phastCons scores for known genes and novel TUs supported by various sources of evidence**.

A TU located on chromosome 2 that met our definitions of a novel TU is shown as an example in Figure 3. This novel TU was supported by polyA fragments and EST alignments and showed remarkable conservation among mammals. Furthermore, a blast search of the mRNA sequence against the human RefSeq database also revealed a highly similar transcript coding for the ZDHHC18 protein.

**Figure 3:**
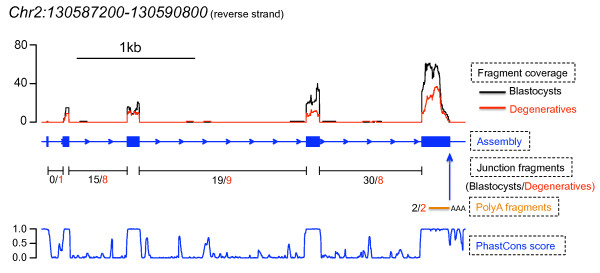
**An example of identified novel TUs**. Fragment coverage, the reconstructed transcript model by Scripture, numbers of junction fragments, numbers of polyA fragments, and phastCons scores were plotted from top to bottom. Blastocysts are in black and degeneratives are in red.

In total, we have identified 1,648,307 transcribed bases in a combined total of 1,785 regions outside gene boundaries that have not been annotated, indicating that the current bovine genome annotation is incomplete. To test for differential expression between blastocysts and degeneratives for these novel TUs, raw fragment counts from novel TUs and annotated genes were combined, quantile normalized, and analyzed using the "DESeq" package. We found 25 novel TUs significantly altered in degeneratives (Figure 1a, Additional File 1). One particularly interesting example of differentially expressed novel TUs was located on the X chromosome, which showed almost exclusive expression at a high level in degeneratives (normalized counts of 60 and 24,892 in blastocysts and degeneratives, respectively).

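This TU, XLOC_001513 in Additional File 1, spans 777 bp from 8564208 to 8564984 on chromosome X of Btau4, outside annotated genes. The tables analysed here held annotated genes only, which set the scale for the TU. In degeneratives, 30 annotated genes had a deposited normalized count above the paper's value for the TU, 24892, and 99.84% of the annotated genes had a lower one. In blastocysts, 59.7% of annotated genes were below the paper's value of 60, and the 62 genes at exactly 60 had raw counts of 63 or 64. The paper's 2 values correspond to a log2 fold change of 8.67 with a pseudocount of 1. No gene had the value 24892 in degeneratives, whereas the gene ranked 31 in blastocysts had it.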

### Analysis of alternative splicing

We utilized the RNA-seq data to characterize and compare the patterns of alternative splicing in blastocysts and degeneratives. We first asked how frequently alternative splicing occurred in IVF embryos. Because detection of alternative splicing events is critically limited by the number of junction fragments, we first combined the datasets to increase the sensitivity of detection. We detected a total of 4,426 "exon skipping", "alternative 5' splice site", and "alternative 3' splice site" in 2,032 multi-exon genes in the combined dataset (Table 4), suggesting that alternative splicing is widespread in preimplantation bovine embryos.

**Table 4:** Alternative splicing (AS) events and genes detected by RNA-seq

AS type	Number of AS events detected			Number of genes undergoing AS		
	
	Combined dataset	Blastocysts	Degeneratives	Combined dataset	Blastocysts	Degeneratives
Exon skipping	2,892	1,747	1,252	1,625	1,067	887
Alternative 5' splice site	662	419	259	421	268	186
Alternative 3' splice site	872	539	372	772	438	330

Total	4,426	2,705	1,883	2,032	1,566	1,277

The numbers of detected intra-sample alternative splicing events were substantially smaller (Table 4), primarily due to fewer junction fragments and sample specific alternative splicing. The absolute numbers of detected alternative splicing events in separate samples should not be compared directly as they were confounded by the numbers of junction fragments in these datasets. Instead, we tested differential alternative splicing using Fisher's exact test for all events that can be detected in the combined dataset. Among the 2,892 "exon skipping" events tested, 23 were significantly associated (p < 0.01) with embryonic developmental status; among those, two were still significant after multiple testing correction and controlling FDR at 1%. For example, the sixth exon of the *MYL6 *(myosin light chain 6) gene showed a significantly higher inclusion ratio (OR = 3.51, p = 3.65 × 10^-26^) in degeneratives than in blastocysts (Figure 4). Similarly, three "alternative 5' splice site" and 11 "alternative 3' splice site" events showed nominal significance (p < 0.01), yet none of them retained significance after multiple testing correction.

**Figure 4:**
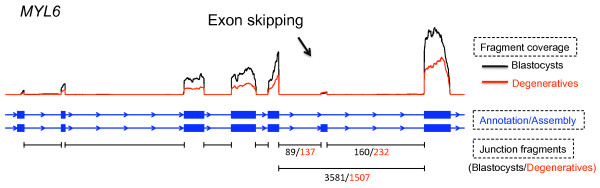
**Example of significant differential alternative splicing events**. Fragment coverage, annotated and reconstructed gene models (in this case, they are the same), and numbers of junction fragments were plotted from top to bottom.

## Discussion

In this study, we present the first application of RNA-seq in cattle using IVF embryos. We show the high potential of RNA-seq in transcriptomic studies, particularly in organisms that are not fully annotated. We found unannotated genes that may play roles in early embryonic development and several genes that showed differential alternative splicing between blastocysts and degeneratives. Our findings clearly demonstrate the power of RNA-seq and provided further insights into bovine early embryonic development at a finer resolution.

RNA-seq has been frequently cited as more advantageous than microarrays in many aspects [17]. Indeed, with a typical sequencing depth, we were able to obtain digital expression measures for many low-abundance genes, for which expression microarrays do not have sufficient sensitivity (Additional File 2). 

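In blastocysts, 5076 annotated genes, or 26.7%, had between 1 and 9 counts, and in degeneratives 4682 genes, or 24.6%. Together these genes took 0.168% of all counts in blastocysts and 0.278% in degeneratives. Their measurements were coarse, since a count of 9 has a 95% Wilson interval from 4.74 to 17.1 counts and a count of 1 an interval from 0.177 to 5.66. At 100 counts the interval runs from 82.2 to 122 counts, a level reached by 6759 genes in blastocysts and 6362 in degeneratives. The microarray measurements were not analysed here.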

Perhaps a more important feature of RNA-seq, particularly for incompletely annotated genomes such as cattle, is its independence from existing annotations. Applying stringent criteria, we were able to identify a combined total of 1,785 novel TUs covering more than 1.6 million bases in intergenic regions that have not been annotated before. Interestingly, a substantial fraction of these novel TUs were differentially expressed (Additional File 1), including a TU that showed almost exclusive expression in degenerative embryos. This X chromosome linked transcript (chrX:8564208-8564984) was supported by EST alignments showing the same gene structure. It is located in a region that lacks conservation among mammals and was predicted to have the potential to code for a 134 amino acid protein. RNA-seq is believed to have a higher dynamic range than microarrays, partly because microarrays often have detection limits. When comparing gene expression measures on the same sample for both platforms, we observed a clear curvature towards the RNA-seq axis as expression increased (Figure 1), indicating that microarray measurements were likely biased for highly-expressed genes, leading to a lower dynamic range. However, the agreement between fold changes on the two platforms was high, and we did not detect a systematic decrease in fold change estimates by microarrays (Figure 1).

Another important advantage of RNA-Seq is its ability to detect alternative splicing events. Indeed, we detected thousands of alternative splicing events and tested for their association with the status of embryonic development (Table 4). Among the differentially spliced genes between blastocysts and degenratives, *MYL6 *showed a higher inclusion ratio of its sixth exon in degeneratives, which was validated experimentally using real time RT-PCR. The inclusion and exclusion of exon six of the *MYL6 *gene switch between the smooth muscle isoform and the non-muscle isoform of myosin light chain, respectively [18]. In degeneratives, the smooth muscle isoform expressed at a higher ratio than in blastocysts. Importantly, the protein and nucleotide sequences, as well as the alternative splicing pattern, are conserved in mammals. Furthermore, gene expression of *MYL6 *has been previously shown to be associated with bovine blastocyst formation, suggesting an important role of this gene in preimplantation embryonic development in cattle [19].

The differentially expressed novel TUs and differential alternative splicing events identified in this study adds additional layers of information to transcriptomic changes associated with abnormal embryonic development, especially for the bovine genome that has incomplete annotation and limited information on alternative splicing.

Meanwhile, we also asked if we were able to identify differentially expressed genes or pathways that were previously known to affect early embryonic development. 

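IGFBP7 encodes a secreted protein that binds insulin-like growth factors. It had 506 raw counts in blastocysts and 2612 in degeneratives. This was 47.4 CPM (95% Wilson interval 43.4 to 51.7) and 401 CPM (385.9 to 416.6), so that the difference exceeded the sampling of fragments by far. Quantile-normalized counts were 432 and 3481, a ratio of 8.06 and a log2 fold change of 3.01 with a counting error of 0.07 (adjusted p = 1.075e-07, exact negative binomial test with Benjamini-Hochberg adjustment between these 2 libraries). Over the alternative settings the log2 fold change lay between 2.41 and 3.08. It did not pass an FDR of 1% when the counts were scaled to the uniquely mapped fragments, or when a biological coefficient of variation of 0.4 was assumed. The latter setting called 0 of 200 genes changed 8-fold in the simulated libraries, so that a gene with this change had little chance of passing. With the uniquely mapped fragments, the refitted variance also took in the shift of most genes.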

For example, *IGFBP7 *(ENSBTAG00000019368) was upregulated by about eight fold in degenerative embryos significantly (Additional File 1). Importantly, this protein has been shown to promote apoptosis [20] and may have played a role in the embryonic degeneration process. Moreover, we found an enrichment of differentially expressed genes located to extracellular matrix (Table 2). This result, together with previous findings on the possible involvement cell communication and cell adhesion in early embryonic development [9], suggested that defective communication between cells may play an important role in the abnormal development of degeneratives. Indeed, many of the detected differentially expressed or spliced genes do not have known roles in embryonic development. 

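Of the genes in Additional File 1, 3 whose names denote proteins of the extracellular matrix or an enzyme acting on it were picked out after their values were seen. Lumican (LUM_BOVIN), a proteoglycan that binds collagen, had normalized counts of 506 in blastocysts and 3324 in degeneratives, a log2 fold change of 2.71 with a counting error of 0.07. Decorin (PGS2_BOVIN), a related proteoglycan, had 94 and 642, a log2 fold change of 2.76 with a counting error of 0.15. The matrix metalloproteinase MMP2_BOVIN had 128 and 746, a log2 fold change of 2.53 with a counting error of 0.13. All 3 passed an FDR of 1% in the exact test of the 2 libraries, and none did when the counts were scaled to the uniquely mapped fragments or when a biological coefficient of variation of 0.4 was assumed, a setting with little power for changes of this size. With the dispersion trend, MMP2_BOVIN did not pass either. Which genes entered the GO term is not named in the paper's text, and the other genes of the term were not analysed here. RNA from cells of another kind in the degenerative pool cannot be ruled out as a source of these differences.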

The identification of such novel candidate genes would necessitate further investigation.

The linear amplification of mRNA was necessary to obtain sufficient materials to generate sequencing libraries from embryos. We were able to amplify approximately 2 ug aRNA from 100 ng total RNA. Assuming a 2% mRNA fraction, this was about 1000-fold amplification, providing a convenient approach for RNA-seq with limited starting materials. However, the effect of mRNA amplification on digital gene expression measurements by RNA-seq is not known. As expected, we observed higher coverage towards the 3' ends of transcripts in RNA-seq (e.g., Figures 3 and 4) as well as in probe hybridization in the microarray data. This also limited our ability to reconstruct full length transcripts, particularly for those expressed at low level. More systematic investigation is required to assess how this artificial shortening of transcripts during mRNA amplification may affect RNA-seq results.

We observed a substantial fraction of intronic reads in both embryo samples. Meanwhile, degeneratives contained considerably more intronic reads (Table 1). In addition, we did not detect any particular subset of genes that preferentially contained intronic reads in degenerative embryos. The evidence on the distribution of sequencing reads in the genome in RNA-seq was not consistent from other studies. Using polyA-selected RNA from liver total RNA, Mortazivi et al. [5] reported 93% and 3% of mapped reads aligned to exons and introns, respectively. In contrast, Marioni et al. [17] observed 32% genic reads mapped to introns, using liver and kidney RNA samples and similar sequencing protocols as Mortazavi et al.[5]. There are several possible explanations for the high fraction of intronic reads in our degenerative embryo sample. First, minimal DNA contamination may be fragmented, selected, and PCR enriched during library generation, though the chance was likely small, particularly because RNA had been amplified (or selected for a typical RNA-seq) and the fragmentation protocol in RNA-seq specifically targeted RNA. To test for possible DNA contamination in our aRNA samples experimentally, we randomly selected several intergenic and intronic genomic regions, and the results indicated no DNA contamination at detectable level by PCR (Additional File 3). Second, nuclear pre-mRNA containing polyA tail may also be purified, amplified, and sequenced. It is important to point out that introns contain many more bases than exons thus a slight increase in pre-mRNA fraction may increase intronic reads disproportionally. Finally, alternative splicing events that retain introns may also increase the fraction of intronic reads. However, this would require many genes or highly-expressed genes to undergo such alternative splicing, which was not observed in our data.

Because a slight increase in the pre-mRNA fraction may result in dramatic increase in intronic reads (Additional File 4), for RNA-seq experiments that contain a substantial fraction of intronic reads, normalization by total mapped reads may severely bias gene expression estimates. For example, normalization by total mapped reads such as reads per kilobase per million mapped reads (RPKM) may underestimate gene expression if the intronic fraction is higher because there would be fewer reads on exons but the total reads remain the same. In addition, total read counts can also be dramatically affected by a few genes that express at a very high level. 

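The effect of the denominator was computed from the counts. With the uniquely mapped fragments of Table 1 as library sizes, whose ratio was 1.03, the median log2 ratio of degeneratives to blastocysts over 13171 genes with at least 10 counts was -0.34. It was -0.01 after quantile normalization. With the summed counts of the annotated genes as library sizes, which leave out intergenic as well as intronic fragments, the median was 0.32. The counts made up 52.3% of uniquely mapped fragments in blastocysts and 32.9% in degeneratives. Of the genic fragments, which leave out intergenic ones, they made up 75.7% and 60.6%. The gap between the libraries thus narrowed but did not close, so that intergenic and intronic fragments both contributed. Their separate effects on the median log2 ratio were not computed. The variance was refitted under each scaling, so that a shift of most genes can widen it and remove calls without a smaller difference. ENSBTAG00000001191 lost its call with the uniquely mapped fragments, although its log2 fold change moved from -3.03 to -3.25. With the uniquely mapped fragments, genes passing an FDR of 1% fell from 64 to 18, all 18 of which were among the 64.

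**Figure D4:**
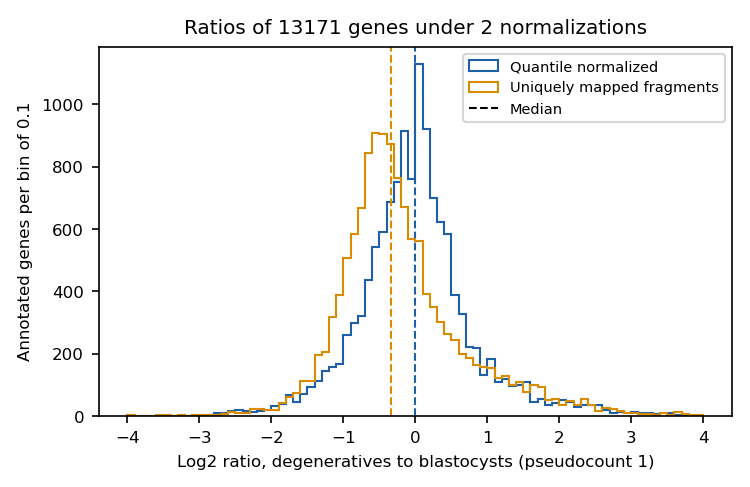
Distribution over 13171 annotated genes of the log2 ratio of degeneratives to blastocysts (horizontal axis, pseudocount 1; vertical axis, genes per bin) after quantile normalization (blue) and after scaling to uniquely mapped fragments (orange). Dashed lines mark the medians, at -0.01 and -0.34, and ratios beyond the ends of the axis are not drawn.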

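In blastocysts, the 10 genes with the highest counts took 9.50% of all counts and the 100 highest took 30.4%. The corresponding shares in degeneratives were 7.55% and 25.9%. The same gene ranked first in both libraries, with 202292 counts or 1.89% of the total in blastocysts (95% Wilson interval 1.89 to 1.90) and 125973 or 1.93% in degeneratives (1.92 to 1.94). The second took 1.64% in blastocysts and 0.943% in degeneratives.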

For these reasons, we chose to quantile normalize raw read counts, which is less affected by total read counts and has been shown to reduce bias for differential gene expression analysis [13].

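Median-of-ratios and TMM factors, which also set aside the total, gave effective library sizes in a ratio of 1.27 and 1.30 for blastocysts to degeneratives, between the ratio of the uniquely mapped fragments and that of the summed counts. The same test then called 62 and 65 genes, of which 56 and 57 were among the 64 called after quantile normalization. Library totals gave 68 calls, 62 of them shared. The paper gives the unequal intronic fractions and the weight of a few highly expressed genes as its reasons for choosing quantile normalization.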

Our results indicated that the current bovine genome annotation is far from complete. In addition to a combined total of 13,938 novel junctions, we also discovered 1,785 novel TUs. Although RNA-seq is able to detect unannotated transcriptional activities, various filters are needed to avoid detection of spurious "genes". Several software packages have been developed to identify novel splice junctions [11] and reconstruct transcripts from RNA-seq data [15,21], yet sufficient sequencing depth and length are required. Manual inspection of reconstructed transcripts in our data showed that the accuracy was significantly affected by false splice junctions and low coverage. As sequencing technologies evolve to longer and more accurate reads, and more powerful software packages are developed, the need for a complete annotation is further limited. Nonetheless, a more complete annotation of the bovine genome will likely benefit RNA-seq at the current point.

Despite RNA-seq providing a deep survey of the transcriptomes of IVF embryos, little difference in overall gene expression was detected in degenerative embryos. Nevertheless, preference for a particular spliced isoform was observed for several genes in degeneratives. In addition, the frequent occurrence of alternative splicing in IVF embryos provided a repository for regulation of gene expression. Although we sequenced at standard depth (e.g., one lane per sample), it became apparent that deeper sequencing was required to detect subtler changes in alternative splicing with sufficient statistical power.

## Conclusions

In summary, we demonstrated RNA-seq in cattle, providing for the first time a high resolution map of transcriptional and alternative splicing activities in IVF embryos. The results provided further systematic understanding of mammalian embryonic development at a fine scale.

## Methods

### Sample collection and sequencing

IVF embryos were collected as previously described [9]. Briefly, oocytes were aspirated from cow ovaries and allowed to mature before they were fertilized with bull semen. Embryos were cultured for five days and evaluated for signs of compaction (morula stage). Only embryos that showed evidence of compaction were further cultured for 72 hours before they were classified morphologically. On Day 8, embryos that showed a distinct inner cell mass and blastocoele were classified as 'blastocysts' while those that failed to transition from morula to blastocyst were classified as 'degeneratives'. Blastocysts (n = 20) and degeneratives (n = 20) were pooled and stored in RNAlater (Ambion, TX) to preserve RNA integrity. RNA was extracted from each embryo pool using RNaqueous Micro (Ambion), quality checked (Additional File 5) using Pico6000 on a Bioanalyzer 2100 (Agilent, CA), and amplified using MessageAmp II (Ambion). Sequencing libraries from amplified RNA (50 ng) for each pool was prepared according to Illumina's mRNA-seq protocol and sequenced on a Genome Analyzer IIx at the University of Wisconsin Biotechnology Center by one lane of a 75 bp single end run and one lane of a paired end 81 bp run. Because paired end reads were intrinsically associated, we defined a 'fragment' as a cDNA fragment that was sequenced from either end. Thus, there were two sequencing reads for one fragment in a paired end run and one sequencing read for one fragment in a single end run. Sequencing data in fastq format can be accessed by GEO with the accession number GSE25082.

### Alignment of sequencing reads to the bovine reference genome

The alignment of sequencing reads to the bovine reference genome (repeat masked assembly Btau4 downloaded from UCSC genome browser) comprised three stages. In the first stage, sequencing reads from blastocysts and degenerative embryos were trimmed to 60 bp and mapped independently using the software package Tophat v1.0.13 [11]. Tophat uses Bowtie [12] for alignment and is able to detect novel splice junctions by splitting reads to segments and joining segment alignments [11]. A total of 109,929 putative novel splice junctions were discovered from the data. Each junction was supported by at least one spliced read with at least five bases aligned to either exon. In the second stage of the alignment, putative novel junctions and 186,074 known junctions compiled from the Ensembl gene predictions and Ref-Seq gene models were combined and supplied to Tophat, which then aligned reads separately. This mapping strategy was able to cope with data sets with different read lengths and to fully utilize the identified novel junctions from all samples. A maximum of one mismatch in each of the 20 bp segments was allowed. Multireads that mapped equally well to more than 20 genomic locations were discarded. In the third stage, all unmapped reads were collected to be examined for evidence of polyadenylation at the ends. Because the sequencing was not stranded, we looked for reads that contained at least six As at the 3'end or six Ts at the 5'end. These polyA reads were trimmed and only reads with remaining sequences at least 25 bp long were analyzed further. We obtained 534,090 and 862,915 polyA reads in blastocysts and degeneratives, respectively (Table 1). These reads were mapped to the reference genome using the software package Bowtie allowing up to one mismatch and forcing uniqueness [12]. We further filtered out genomic alignments where at least six consecutive nucleotides downstream of the polyA cleavage sites were As. Cleavage sites within 15 bp of each other were considered to result from the same putative polyA sites. We considered the most frequent polyA signals (AAUAAA and AUUAAA) that occurred within 50 bp of the cleavage sites.

### Digital gene expression and expression microarrays

For digital gene expression measurements, we first obtained constitutive exons that are present in all isoforms of each of the genes, and then filtered out exons that overlapped between genes. These non-overlapping constitutive exon sets were then used to calculate overall gene expression with assistance from SAMtools [22] and BEDTools [23]. Raw counts were quantile normalized using a function in the 'limma' package in R [24]. For differential gene expression analysis with count data using a negative binomial distribution without replication, the DESeq package in R was used [14]. Microarray data was obtained in a previous study (GEO accession: GSE24936) and normalized as described in Huang et al. [9]. For Gene Ontology enrichment analysis, GO annotations were obtained from the 'org.Bt.eg.db' database from R/Bioconductor for uniquely identified genes. GO enrichment was tested using a hypergeometric test implemented in the 'GOstats' package in R [25].

### Assembly of transcriptome

The alignments were assembled using Scripture, which assembles transcripts at disjoined genomic locations by finding paths through a connectivity graph representation of the alignments [15]. After constructing all possible paths, Scripture then identifies statistically significant paths that deviated from the background distribution.

### Identification of novel transcriptional activity

To identify novel transcriptional activities that have not been annotated, we required that for a locus that was farther than 1000 bp away from known genes, at least one assembled transcript was at least 500 bp long and covered by at least 40 sequencing fragments. Our sequencing fragments had a mean insert size of 122 bp, this threshold for expression was about five fragments per base. Transcripts that were overlapped by repeats for more than 50% of the sequences were discarded. The Cuffcompare utility in the Cufflinks package was used for comparing transcripts to known annotations [21]. Regions that passed our filters were considered novel transcribed units (TUs). For external support of novel TUs, EST alignments and PhastCons scores were downloaded from the UCSC genome browser and compared to novel TUs using BEDTools [23]. We required a valid support by EST alignments to be at least 50% coverage.

### Analysis of alternative splicing events

We estimated and classified alternative splicing events from reads that mapped to exon-exon junctions [26]. We conservatively distrusted reads mapped to intronic regions and assembled first or last exons so we classified only the most frequent three classes of alternative splicing, "exon skipping", "alternative 5' splice site" and "alternative 3' site". For "exon skipping", we required that all three junctions be supported by at least two sequencing fragments. For "alternative 5' splice site" and "alternative 3' splice site" classes, we required that junctions be supported by at least two sequencing fragments in addition to 100% coverage of bases between the alternative splice sites. To test for association between alternative splicing and developmental status of embryos, Fisher's exact tests were used. For exon skipping, the count for inclusion of the exon was calculated as the average of the two splice junctions involving the exon.

## Authors' contributions

WH and HK designed the study and wrote the manuscript. WH performed experiments and analyzed the data. Both authors read and approved the final manuscript.

## Supplementary Material

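The list holds 47 annotated genes and 25 unannotated transcribed units (TUs) with the paper's normalized counts in each library and an FDR. For all 47 genes, both normalized counts equal those deposited with the raw counts. By the listed values, 46 genes were higher and 1 was lower in degeneratives, and 24 TUs were higher and 1 was lower. The smallest listed ratio among the higher genes was 5.14. Names are given for 39 of the 47 genes, many as protein database entry names. The adjusted p computed here for the 47 genes by the exact negative binomial test was within 10-fold of the paper's FDR for 36 of them. The others lay further away, up to a log10 ratio of 4.45 for MXRA8_BOVIN, so that the paper's values were not closely reproduced.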

Additional file 1 **List of differentially expressed genes and novel TUs identified by DESeq**. Click here for file

Additional file 2 **RNA-seq is more sensitive than microarrays**. Histogram of RNA-seq gene expression was plotted according to MAS5 Present/Marginal/Absent calls for blastocysts (a) and degeneratives (b). Click here for file

Additional file 3 **Test for DNA contamination in aRNA samples**. Click here for file

Additional file 4 **Intronic read fraction as a function of pre-mRNA fraction**. In this hypothetical example, exons were assumed to constitute 1/20 of the bases of genes. As pre-mRNA fraction increases, intronic read fraction also increases at a faster rate. 

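The relation can be applied to Table 1. When exons make up 1 of every 20 bases of a gene and reads fall evenly on each molecule, the paper's intronic shares of genic fragments, 17.9% in blastocysts and 33.9% in degeneratives, correspond to pre-mRNA shares of 1.15% and 2.70% of molecules. These figures follow from the assumed base ratio and were not measured. Coverage in the libraries was not even along transcripts, being higher towards their 3' ends.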

Click here for file

Additional file 5 **Bioanalyzer quality check of RNA extracted from pools of embryos**. Approximately 5 ng of total RNA was analyzed on a RNA Pico6000 chip. Click here for file

# Supplementary material for: Comparison of transcriptomic landscapes of bovine embryos using RNA-Seq
**Source:** BMC Genomics. 2010 Dec 17;11:711. doi: 10.1186/1471-2164-11-711
**Supplement:** Additional file 3 — Test for DNA contamination in aRNA samples.

### Test for presence of DNA in aRNA samples

To test for possible DNA contamination in the aRNA samples, we randomly selected three regions located in three different chromosomes where no known gene was found and one region located in an expressed gene PHLDA2. The primers in PHLDA2 were designed to contain both exonic and intronic regions, making them specific for DNA or pre-mRNA. PCRs were performed to detect presence of DNA in the aRNA and cDNA samples using primers in the following table. The amount of cDNA and aRNA used for PCR was equivalent to 1ng starting aRNA. For positive controls, we also included three concentrations of DNA (1ng, 0.1ng, 0.01ng). PCR was performed using the GoTaq Flexi DNA polymerase (Promega, Madison, WI) with manufacture supplied buffer and 1.5mM MgCl<sub>2</sub>, 0.2mM each dNTP, 0.5 µM each primer and 1.5U Taq polymerase in a 25 µL reaction. The cycling condition was 94 °C for 5 min, and 38 cycles of 94 °C for 30 s, 55 °C for 30 s, and 72 °C for 45 s, followed by a final extension of 72 °C for 7 min.

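The PCR was designed to amplify from genomic DNA. In regions without known genes, a product from the aRNA or from cDNA made from it would point to contaminating DNA, unless the region were transcribed. The pair in PHLDA2 has a primer in the intron and a primer in the exon, so that spliced mRNA lacks a priming site, and pre-mRNA as well as DNA could give a product. The dilutions of DNA served to set the smallest amount that gives a visible band for each primer pair.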

The results clearly indicated the absence of DNA at detectable level ( $\leq 0.01\text{ng}$  or  $\leq 0.1\text{ng}$ , depending on genomic regions) in the aRNA samples (See figure below).

Table: Genomic locations and primer sequences

| Type       | Genomic region          | Forward primer                     | Reverse primer                   | Size (bp) |
|------------|-------------------------|------------------------------------|----------------------------------|-----------|
| Intergenic | chr1:50017934+50018924  | CTACTGTGGCCATGGAAGGT               | TGGGAAGTGGGTAAAACAGC             | 991       |
| Intergenic | chr10:49162605+49163532 | TCAGCACAAGGTCACTGAGG               | ACCACCAGCTGATGCTTTCT             | 928       |
| Intergenic | chr20:49890236+49891174 | TAAGATGGCCCCTGATCAAA               | ATTCCCCTTGTGCAGGTATG             | 939       |
| PHLDA2     | chr29:50555625+5055584  | CACAGCTCCCTGAATCCTTC<br>(intronic) | GTAGCTAATTATGTAGCTTG<br>(exonic) | 219       |

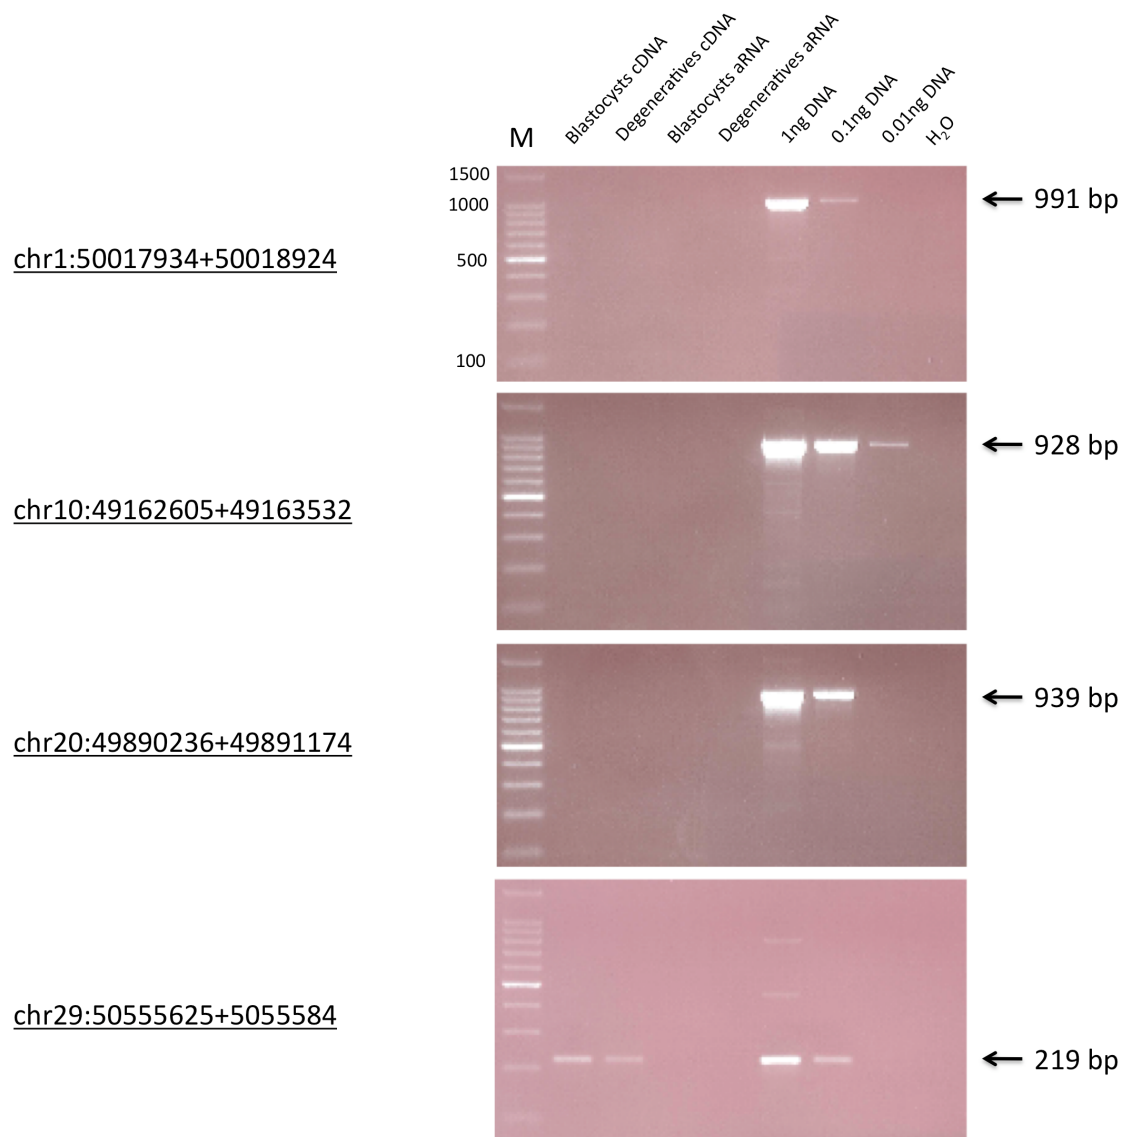

Figure: Gel picture of PCR for testing presence of DNA in aRNA samples.

How the deposited data were processed for this re-analysis (not part of the article)

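RNA from 1 pool of 20 IVF blastocysts and 1 pool of 20 degenerative embryos, collected on Day 8, was linearly amplified and sequenced by the authors. The authors mapped the fragments to the repeat-masked Btau4 assembly with Tophat 1.0.13 and counted, for 19043 annotated protein coding genes, the fragments lying entirely within constitutive exons that did not overlap between genes, with SAMtools and BEDTools. The deposited tables give these raw counts, whole numbers without normalization, which summed to 10687008 in blastocysts and 6514505 in degeneratives. A second deposited column holds a score for each gene, the count that the authors quantile normalized across the libraries with limma and rounded to whole numbers. These values are not counts, and were used to compare with the paper and in settings named as such. Samples were assigned to conditions from their labels and the paper, and both records gave the same assignment.

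The values could be affected by the authors' steps before deposition. Repeat masking and the limit on multiply mapped reads could change the counts of repeated sequences and of genes with near-identical copies. The direction of this effect was not tested. The use of constitutive exons leaves out fragments in alternative exons. Linear amplification favours the 3' ends of transcripts. None of these steps could be repeated from the tables. The unannotated transcribed units (TUs), splice junctions, polyA sites, intronic fragments and microarray values were not analysed here. Gene names were taken from the paper's text and Additional File 1, which name 39 of its 47 genes. A table of RefSeq genes was at hand but paired no Ensembl identifier with a symbol, so that other genes are given by identifier or not named. No coordinates are given for annotated genes.

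The raw counts of the annotated genes were quantile normalized (limma 3.58.1, R 4.3.3) and rounded. Because each condition had 1 library, edgeR's quasi-likelihood test, which needs replicates, could not be used, and the paper's procedure for this design was rewritten. The variance was fitted on the mean over the 2 libraries by gamma-family local regression (locfit 1.5.9.12), with size factors of 1, and each gene with a count was tested by an exact negative binomial test conditional on its summed count, with Benjamini-Hochberg adjustment and a threshold of 1%. The test compares the 2 libraries and not the conditions. Log2 fold changes are of degeneratives to blastocysts with a pseudocount of 1, a scale on which the changes of genes with few counts are understated. The counting error of a log2 fold change is the square root of the summed reciprocals of the 2 raw counts, on the log2 scale. Intervals on shares are 95% Wilson intervals, and 3 counts were taken as the floor. Thinning used 100 random draws, and sets matched on mean expression used 10000. The test was tried on simulated counts with the means and depths of these libraries. It called 75.5% of 200 genes changed 8-fold among 16749 genes, and none of the unchanged genes. In simulated libraries without a change it called no gene. The changed genes were drawn only from genes above a minimum summed count, at the same dispersion for all genes. The share called is therefore not the power over all genes tested. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

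Alternatives fixed before the data were examined were median-of-ratios size factors, edgeR's TMM factors (edgeR 4.0.16), the summed counts or the paper's uniquely mapped fragments as library sizes, a minimum of 10 counts over both libraries, a dispersion trend, edgeR's exact test at assumed biological coefficients of variation of 0.2 and 0.4, Fisher's exact test of the raw counts, an FDR of 5%, and pseudocounts of 0.1 and 5. The planned joint analysis of genes and TUs was replaced by an analysis of the annotated genes alone. Genes named in the text were those named in the paper, the 5 with the smallest adjusted p, those lower in degeneratives past the threshold, and up to 5 called here but not in Additional File 1. LUM_BOVIN, PGS2_BOVIN and MMP2_BOVIN were chosen after their values were seen. Of the genes not in Additional File 1, those that rose and have no name are not listed by identifier. Lists of marker genes for embryonic lineages, the oocyte, extracellular matrix and other cells had been fixed beforehand but were not tested. Outside the named genes of Additional File 1 and the paper's text, their symbols could not be paired with the identifiers.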

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

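The tests in the next paragraph, and the levels by which they were judged, were chosen after the result was seen.

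The test of the 2 libraries called 17 annotated genes that are not among the genes of Additional File 1, of which 15 were higher and 2 were lower in degeneratives. The paper does not report on these genes. One candidate explanation is that the paper normalized the genes together with its unannotated TUs. With the authors' deposited normalized counts, 14 genes outside the list were called, 13 of them among the 17, which goes against this as the whole explanation. A further candidate is that the paper tested genes and TUs together, so that its variance fit and adjustment included the TUs. That joint test was not run, because it needs counts of TUs. Another is that the paper's FDR lay higher for the same ranking. The number of listed genes with a larger adjusted p than the lowest of the 17 was 0, so that the 47 listed genes were exactly the first 47 in the ranking here. The largest adjusted p of a listed gene was 0.002438 here by the exact negative binomial test. This gene, HBBF_BOVIN, had an FDR of 0.0096 in the paper, close to the threshold of 1%. Over the 47 listed genes, the median log10 ratio of the adjusted p here to the paper's FDR was -0.282. The 17 genes lie between the adjusted p of HBBF_BOVIN here and the threshold. Within the 47 genes the order was not that of the paper, and the log10 ratio ran from -1.24 for LOC525100 to 4.45 for MXRA8_BOVIN. Where the threshold fell in the ranking therefore remains as an explanation, but so does a different variance fit or adjustment. Without replicates no biological explanation could be tested for them.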

How the results depend on the processing

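The alternatives were fixed before the data were examined, except where they are said to have been chosen later. Under the main setting 64 annotated genes were called at an FDR of 1%, 61 higher and 3 lower in degeneratives. The variance assumed between libraries moved these numbers most, but Fisher's exact test also differed in normalization. It set raw counts against library totals, where the median log2 ratio was 0.32, against -0.01 in the main setting. Its number of calls and their direction therefore reflect both. Fisher's exact test, which assumes counting noise alone, called 5412 genes, of which 4199 were higher and 1213 were lower. edgeR's exact test at an assumed coefficient of variation of 0.2 called 346 (298 higher and 48 lower), and at 0.4 it called 16 (16 higher and 0 lower, with 86 lower at an unadjusted p below 0.05). Scaling to the uniquely mapped fragments of Table 1 called 18 (17 higher and 1 lower). With the summed counts as library sizes, 1 called gene was lower and 67 were higher. An FDR of 5% gave 100 genes, 9 of them lower and 91 higher. The number of called genes stayed within 1.5 times the main number with median-of-ratios factors, TMM factors, the summed counts, a minimum of 10 counts and the dispersion trend, at between 51 and 68. Re-estimating size factors on the quantile-normalized counts gave factors of 1 and could not move any result.

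Of the 47 annotated genes in Additional File 1, all were called under the main setting, 18 after scaling to the uniquely mapped fragments and 16 at a coefficient of variation of 0.4. The genes at an unadjusted p below 0.05 numbered 726, against 2271 at a coefficient of variation of 0.2 and 7868 by Fisher's exact test. The log2 fold change of IGFBP7 was 2.41 after scaling to the uniquely mapped fragments and 2.75 at a coefficient of variation of 0.4, and did not pass an FDR of 1% in either, although the test at 0.4 called 0 of 200 simulated 8-fold changes and so says little about this gene, while it passed under the other alternatives run. For 15 other genes, 12 singled out by the rules for naming and 3 chosen after their values were seen, 29 of 225 values no longer passed, 10 of them after scaling to the uniquely mapped fragments, 11 at a coefficient of variation of 0.4 and 8 elsewhere. The 225 include settings that cannot remove a call, namely the re-estimated factors, the pseudocounts and the FDR of 5%, and changes as large as these leave little room for a reversal. The variance was refitted under each normalization of the main test, so that some calls can be lost to a wider variance and not to a smaller difference. The cause of these changes was not tested further.

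The correlation across genes between the libraries was 0.9664 on the log2 scale. It was 0.9593 by Spearman's method, 0.9352 and 0.9766 with pseudocounts of 0.1 and 5, 0.9622 over genes with a count in both libraries and 0.9501 over genes with at least 10 counts. On the linear scale it was 0.9652 for the raw counts. For quantile-normalized counts on the linear scale, chosen after the data were seen, it was 0.9865 for those computed here and 0.9865 for the deposited ones. The number of annotated genes detected fell with the minimum count but stayed within 1.5 times the main number in both libraries for minimums up to 10 counts.

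The direction of moderate changes depended on the scaling and that of large changes less so. In the 5141 genes with a mean normalized count of at least 200, the share higher in degeneratives among changes over 2-fold was 58.7% after quantile normalization, 40.5% with TMM factors, 34.2% with median-of-ratios factors, 80.7% with the summed counts and 11.8% with the uniquely mapped fragments. These scalings differed in the median log2 ratio of all genes with at least 10 counts, which was -0.01, -0.01, -0.05, 0.32 and -0.34. Depth limits the genes with 1 to 9 counts most, 5076 in blastocysts and 4682 in degeneratives.

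Some alternatives fixed beforehand were not run. The results for unannotated TUs, their separate or joint normalization and the correlation including them need counts of TUs, which were not analysed here. The tests of marker gene lists need gene symbols. No paired analysis was possible because each condition had 1 library, and for the same reason leaving out each library in turn was not possible.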

Differences from the paper's values

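The paper's correlation between blastocysts and degeneratives is 0.986, whereas r was 0.9664 here across 19043 annotated genes on the scale log2(normalized count + 1). None of the alternatives set before the data were examined closed the gap; they gave values from 0.9352 to 0.9766, among them 0.9652 for the raw counts on the linear scale. With normalized counts on the linear scale, chosen after seeing the values, r was 0.9865 both for the quantile-normalized counts computed here and for the authors' deposited ones. The paper calls 47 annotated genes at an FDR of 1%, and 64 were called here, a difference of less than 1.5 times. Among the alternatives set before the data were examined, the dispersion trend came to 51 genes, of which 43 were in the paper's list. The paper's numbers of genes with at least 1 fragment, 16327 and 16380, were the numbers found here. The 94 normalized counts of Additional File 1 differed from those computed here by at most 1.41% where they were at least 100.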

Other observations

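The tests in this part, and the levels by which they were judged, were chosen after the results were seen, and each pattern is a hypothesis that rests on 1 library per condition.

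Large changes in the more highly expressed genes went mostly in 1 direction, and the paper does not comment on this. In the 5141 genes with a mean quantile-normalized count of at least 200, 52 were more than 4-fold higher in degeneratives and 2 were more than 4-fold lower, or 96.3% higher. The split was less uneven where counts were low, with 120 higher and 72 lower at a mean between 10 and 50. It was 77 higher and 19 lower at a mean between 50 and 200. Over all 13171 genes with at least 10 counts it was 367 higher and 155 lower. The excess was therefore present at each level and more uneven at higher expression. It is not confined to genes above the minimum of 200, which was set after the data were seen. The larger summed count of the blastocyst library is a possible explanation. With that library thinned to the degenerative total, the share was 96.3% on average over 100 draws. Thinning moves such large ratios little in genes with this many counts, so that this was a weak test. The normalization is another possible explanation. The share was lowest, at 73.2%, with 41 genes higher and 15 lower, after scaling to the uniquely mapped fragments, a scaling that moved the median log2 ratio of all genes to -0.34, and it was between 96.0% and 97.2% under the 5 other normalizations. Relative to the median of that scaling, 49 genes were higher and 2 lower, or 96.1%, so the lower share came with the shift of all genes. Scalings by 1 factor per library must come out nearly alike once centred, and centring therefore does not show whether the median gene itself differed between the embryos. The excess is thus one relative to the median gene. Reads shared between gene copies could also place genes in the tail. Leaving out genes with Ensembl identifiers numbered 30000 or more, used as a stand-in for late additions to the annotation, left 95.7%, but the tables do not show which genes have copies, and this explanation cannot be ruled out. Neither can RNA from cells of another kind in the degenerative pool, or a few embryos with very high expression. Of the genes in Additional File 1, 39 of 47 have names, but these were not tested for markers of other cells. Most other genes had no name at hand, and a few embryos could be told apart only with replicate pools. The excess may reflect the state of the embryos, but it cannot be told apart from these explanations.

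The degenerative library detected more genes than the blastocyst library once the blastocyst counts were thinned to the degenerative total. Thinning equalizes the summed counts of annotated genes and not the sequencing depth, and without it the numbers were 16380 and 16327. After thinning, the excess was 784.3 genes at a minimum of 1 count. Of 100 random thinnings of the blastocyst library, 0 detected as many genes as degeneratives, so counting noise does not account for it. If a few highly expressed genes had crowded out the others in blastocysts, leaving out the 190 genes with the highest mean shares, which took 39.2% of the counts in blastocysts and 34.1% in degeneratives, would remove the excess, but 660.6 genes remained. A broader difference in composition was tested by thinning with the TMM ratio of 1.302 in place of the ratio of totals, which left 431.5 genes, so that composition may account for a substantial part of the excess. At a minimum of 10 counts the excess was 1403 genes, or 959.8 with the TMM ratio. A low background of stray fragments in degeneratives could also lift genes from just under 10 counts past that minimum. These values therefore cannot rule such a background out. A contribution of pre-mRNA to the exonic counts, in line with the paper's larger intronic share in degeneratives, was not tested, because intronic fragments were not analysed here. No biological explanation was tested beyond the condition itself, which has 1 library.

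Called genes often carried high Ensembl identifier numbers. Of the 64 called genes, 16, or 25.0%, were numbered 30000 or more, against 17.2% of the 17252 genes tested. Such genes tend to be expressed at low levels, and expression level was tested as an explanation with 10000 random sets of 64 genes matched on mean normalized count. These held 6.09 such genes on average and 15 at most, which places the called genes at percentile 100 of the sets. The excess could rest on genes nearly absent from blastocysts. Among the 50 called genes with more than 9 counts in blastocysts, 8 had such numbers against 4.36 on average in matched sets (percentile 93.24). This split cannot decide the matter, since 61 of the 64 called genes were higher in degeneratives and those with few counts in blastocysts are also those with the strongest changes. Among the 14 others, 8 had such numbers. Reads shared between copies of recently annotated gene families are a further candidate explanation, which was not tested.

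The raw count of the X-linked TU in degeneratives can be recovered from the deposited normalization. Quantile normalization assigns the same set of values to both libraries, and the highest value present among the genes of blastocysts but missing among those of degeneratives was 24892, the paper's normalized count for XLOC_001513. The next missing value was 11406. The gene ranked 31 in blastocysts, with 33044 raw counts, had the value 24892. Since this value is the mean of the 2 libraries' counts at that rank, the count at the same rank in degeneratives was 16740, or between 16739 and 16741 after rounding, which falls between the neighbouring gene counts of 16525 and 17187. The TU thus had about 2570 CPM relative to the counts of annotated genes in degeneratives, against 5.90 to 5.99 CPM in blastocysts for genes with the paper's value of 60. It also follows that the deposited normalized counts were made with the TUs included.

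By the positions in Additional File 1, which are the paper's, 12 of the 25 listed TUs lie on 2 chromosomes, 6 on chromosome X and 6 on chromosome 18 of Btau4. On chromosome 18, 3 of them lie within 53502 bp, from 48335035 to 48388536. How all TUs are distributed over chromosomes was not analysed here, so that an excess on these chromosomes was not tested.

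At an unadjusted p below 0.05, 726 genes, or 4.21% of those tested, were selected from the 2 libraries. Over the 13171 genes with at least 10 counts it was 711, or 5.40%, so that the share depended on which genes were tested. The variance here contains the difference between the conditions, and over all genes tested the share was 13.2% at an assumed coefficient of variation of 0.2 and 4.12% at 0.4.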
